A study of Homo sapiens with 21 samples. Its data were reported in "A Mediator-cohesin axis controls heterochromatin domain formation" (2022).

How the data were processed

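ChIP-seq peak lists of 21 HAP1 libraries and 2 chromatin state segmentations were analysed as deposited. Per the labels and the study's methods, reads were aligned to the hg19 build of the human genome with bowtie2, and peaks were called with MACS2, with 1 list for each antibody and genotype. SCC1, CTCF, H3K4me3, H3K4me1 and H3K36me3 were called with standard settings (H3K36me3 in broad mode, from the format of the lists), and H3K9me3 with settings of its own. By the names of their lists, H3K9me3 peaks within broad domains of over 100 kb were removed by the authors, background was removed from the MED12 list in a way that is not stated, and the WT H3K27me3 list is called merged, without a statement of what was merged. Settings for H3K27me3 and MED12 are not stated in the text that was read. The peak names of CTCF and SCC1 say that no IgG control was used.

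The deposited fold enrichment of each peak is a ratio of its pileup to the local background, by the authors' peak caller, and is not scaled between libraries. The deposited −log10 p and −log10 q of each peak are within-library values that rise with depth. Both are the authors' values and were used to describe, rank and filter peaks. Peak heights were compared between libraries only as the difference between inside and outside sites. Counts above a fold cutoff, and the median folds given for CTCF peaks without a counterpart, rest on folds that are not scaled. The H3K9me3 lists hold positions alone. The segmentations were made by the authors with ChromHMM from the H3K4me3, H3K4me1, H3K36me3, H3K27me3 and H3K9me3 data of a genotype, in bins of 200 bp. It is not stated whether both segmentations share a learned model. States of the same number were treated as the same state, and the enrichment of each mark was computed per state in both genotypes. Since a genotype's own marks enter its states, state 9 of that genotype avoids its active marks by construction, whereas CTCF, SCC1 and MED12 did not enter.

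The depth of a library was recovered from its list. In MACS2 the fold is (pileup + 1)/(background + 1), and p is the Poisson probability of a higher pileup, so each pair of fold and p gives the pileup and the background. The lowest background, with the extension length (the shortest peak) and an effective genome size of 2.7e+09 bp, gives the number of reads kept. On 20000 simulated peaks the pileup was recovered in 99.9%, and on the real CTCF, SCC1, H3K27me3 and MED12 lists 100% of the peaks were solved to within 0.001 in −log10 p. For H3K36me3, 3.57% and 3.40% of the peaks of the ∆MED12 and WT broad lists could be solved, so its depths rest on the most frequent background value. In the lists where it could be solved, except that of MED12, the highest pileup lies at or near 2 reads per base of the extension length, such as 476 reads at 238 bp for WT CTCF, which is what 1 read kept per position and strand gives, so the strongest peaks of these lists are saturated. The MED12 list reaches 370 reads at 214 bp.

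Counts of peaks are those of the deposited lists. All other steps used chromosomes 1 to 22 and X. Heterochromatin domains were state 9 segments joined over gaps of up to 20 kb and of at least 50 kb, and a peak lay in a domain when its summit (its midpoint, for H3K9me3) did. A WT peak was retained when it overlapped a knock-out peak by at least 1 bp. Expected overlaps came from 200 circular shifts within chromosomes, or 1000 for the strongest-declining sites. Intervals of shares are exact (Clopper-Pearson) at 95%, and those of differences are percentiles of 1000 bootstrap draws of 1 Mb blocks, as descriptions of these libraries. For matching, outside peaks were weighted to the inside peaks over 20 bins of WT fold or pileup. Peaks were thinned to equal depth by binomial draws from the recovered pileups and kept at a −log10 p of at least 5. Losses shared by both knock-outs were compared with 1000 permutations within 20 bins of WT pileup. The CTCF consensus CCASYAGRKGGC of 12 bp was sought on both strands within 50 bp of the summit, allowing 1 mismatch, with windows moved by 1 kb as the control. Genes came from the GENCODE annotation lifted to hg19, in which TMEM99 has become KRT10-AS1. The interval arithmetic, shifts and retention were tested on simulated data, where a planted difference of -40.0 points in the retention of CTCF peaks, on 65972 WT peaks, was returned as -40.1.

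With 1 library per antibody and genotype no test between genotypes was made and no p-value is given. The genes and sites named were fixed by rule before the data were examined. They are the genes the study's text names as perturbed or as examples, and CTCF and RAD21, which it names in neither way. The named intervals are the 5 longest in ∆MED12 domains and not in WT domains. The named sites are the 5 co-bound sites of highest WT CTCF fold in ∆MED12 domains among those without a CTCF peak in either knock-out. The other genes are the 10 protein-coding genes with the largest rise in state 9 among those that lost the H3K4me3 peak at the start. Alternatives to the processing covered the peak threshold, the overlap that counts as shared, the definition of domains, matching on peak strength and the measure of height. Matching was planned on WT fold. Matching on WT pileup, thinning to equal depth and the use of depth-scaled pileup as height were added after the data were seen. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Hi-C, RNA and imaging data of the study, and its own domain calls, were not analysed here.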

Results

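HAP1 is a human cell line with a nearly haploid genome, in which a gene can be knocked out by editing a single allele. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was analysed from 21 HAP1 libraries, each the only library of its antibody and genotype. H3K4me1, a mark of enhancers, and H3K9me3, a mark of heterochromatin, were each mapped in wild-type (WT) cells, in cells lacking the cohesin-release factor WAPL (∆WAPL, written WAPL KO in the plots), in cells lacking MED12 of the Mediator CDK-module (∆MED12) and in the combined knock-out (∆WAPL/∆MED12). The insulator protein CTCF and the cohesin subunit SCC1 were mapped in WT, ∆MED12 and ∆CCNC cells, CCNC being Cyclin C of the same module. H3K4me3, H3K36me3 and H3K27me3 were mapped in WT and ∆MED12 cells, and MED12 itself in WT cells. Segmentations of the genome into 15 chromatin states were used for 2 genotypes, WT and ∆MED12. There were no replicates, so differences between genotypes had no replicate error to be set against. Intervals given for shares are exact (Clopper-Pearson) 95% intervals that cover counting error only.

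The depth behind the lists, recovered from the deposited fold enrichment and p-value of each peak, was 18.2 M reads (M, mega) for CTCF in WT, 11.4 M in ∆MED12 and 13.4 M in ∆CCNC cells. For SCC1 it was 18.9 M in WT, 20.1 M in ∆MED12 and 18.1 M in ∆CCNC cells. For H3K4me1 it was 45.9 M reads in WT, 36.5 M in ∆WAPL, 36.2 M in ∆MED12 and 40.9 M in ∆WAPL/∆MED12 cells. H3K4me3 had 20.4 M in WT and 26.6 M in ∆MED12 cells, H3K36me3 had 38.9 and 45.1 M, and MED12 had 37.2 M. The H3K9me3 lists hold positions only, from which no depth can be recovered, and no recovered depth is given for H3K27me3, whose peaks were called with an extension length of 64 and 65 bp. WT H3K4me1, H3K4me3 and H3K36me3 came from another sequencing run than the same marks of the knock-outs, so run and genotype cannot be told apart for these 3 marks. No run is shown for any H3K9me3 library or for WT H3K27me3. The CTCF and SCC1 libraries of all genotypes shared a run.

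The question of how loss of MED12 changes heterochromatin was addressed with the segmentations. State 9 was taken as the heterochromatin state, from the order of states in the study. H3K9me3 peaks were 14.1 times enriched in it in WT and 5.49 times in ∆MED12 cells, while H3K4me3, H3K4me1 and H3K36me3 peaks were depleted in both. Enrichment is limited by the size of a state, so its fall does not mean that a smaller share of the peaks lay in state 9. By midpoint, state 9 of the same genotype held 38.2% of the H3K9me3 peaks in WT and 57.7% in ∆MED12 cells. H3K9me3 enrichment was higher in state 8 in WT (27.6) and in states 8, 10, 11, 12 and 13 in ∆MED12 cells (55.0, 18.1, 121, 49.4 and 8.30), in all of which H3K27me3 peaks were enriched too. State numbers were taken to stand for the same states in both segmentations, as it is not stated whether both came from one learned model. State 9 covered 2.96% of chromosomes 1 to 22 and X in WT (89.8 Mb) and 9.79% in ∆MED12 cells (297 Mb), a ratio of 3.31. Coverage was higher in ∆MED12 cells on 22 of 23 chromosomes. The highest ratio was 6.17, on chromosome 10, and the exception was chromosome 19, where coverage fell from 6.21% to 4.48%. The alternative that moved the ratio most was counting merged domains in place of segments, which gave 4.15. Of the base pairs that were in state 9 only in ∆MED12 cells, 89.6% had been in state 15 in WT, where the peaks of all 5 marks were depleted, and 7.79% in state 14. Of the WT state 9 base pairs, 55.6% were still in state 9. States 13 and 14 covered less of the genome in ∆MED12 cells, with ratios of 0.360 and 0.505. So did the small state 12, from 3.16 to 1.02 Mb (0.321), in which H3K27me3 peaks were 79.9 times enriched in WT.

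**Figure D1:**
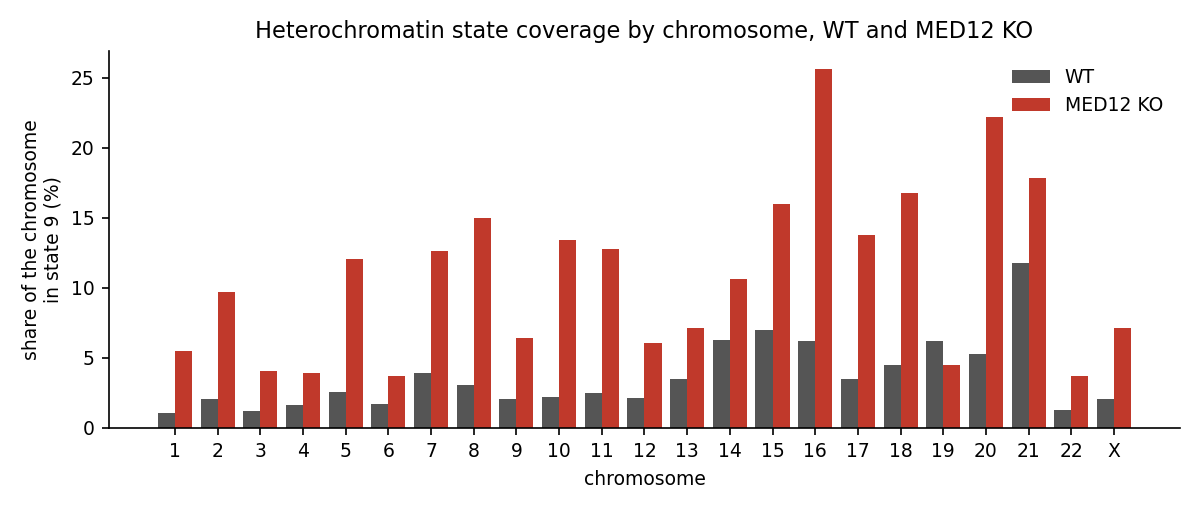
Share of each chromosome in state 9 (%), in WT (grey bars) and ∆MED12 cells (red bars), from 1 segmentation per genotype. Coverage was higher in ∆MED12 cells on 22 of 23 chromosomes, chromosome 19 being the exception.

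Heterochromatin domains were built by joining state 9 segments over gaps of up to 20 kb and keeping those of at least 50 kb. The study's own H3K9me3 domains and hypercompartmentalized domains were not analysed here. There were 571 domains in WT, covering 100.0 Mb, and 877 in ∆MED12 cells, covering 415 Mb. Their median length was 92.2 kb in WT and 209 kb in ∆MED12 cells, a ratio of 2.27 that was 1.54 when gaps of up to 10 kb were joined. The longest measured 1.93 Mb in WT and 3.86 Mb in ∆MED12 cells. Of the WT domain base pairs, 84.6% lay in ∆MED12 domains, whereas 262 of the 877 ∆MED12 domains touched a WT domain.

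The 5 longest intervals inside a ∆MED12 domain and outside WT domains were located on the hg19 build. The longest spanned 3.31 Mb on chromosome 7 from 144592401 to 147904000. State 9 covered 1.52% of it in WT and 78.1% in ∆MED12 cells, and it overlapped 1 protein-coding gene, CNTNAP2, exons included. An interval of 3.27 Mb on chromosome 9 from 119581001 to 122855600 went from 1.12% to 83.7% and overlapped 4 protein-coding genes, among them ASTN2, BRINP1 and TLR4. On chromosome 10, the interval from 82473401 to 85640800 overlapped NRG3 and went from 2.01% to 76.9%, and the interval from 106377201 to 109138400 overlapped SORCS1 and SORCS3 and went from 1.43% to 80.4%. An interval of 2.54 Mb on chromosome 2 from 124618801 to 127158400 overlapped CNTNAP5 and went from 1.95% to 76.4%. WT CTCF peaks numbered 19 in the CNTNAP2 interval, against 10 in ∆MED12 and 18 in ∆CCNC cells. They numbered 22, against 9 and 16, in the interval of ASTN2, 16, against 3 and 11, in that of NRG3, 21, against 9 and 9, in that of SORCS1, and 19, against 16 and 18, in that of CNTNAP5. From WT to ∆WAPL cells, H3K4me1 peaks went from 58 to 33 in the CNTNAP2 interval and from 85 to 25 in that of CNTNAP5. They went from 39 to 52 in that of ASTN2 and from 36 to 41 in that of NRG3, and stayed at 22 in that of SORCS1.

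H3K9me3 peaks were compared between genotypes by their number. By the names of the lists, peaks in broad domains of over 100 kb had been removed, so the lists describe the remaining peaks. The genotype in which these domains were called is not stated. WT cells had 27403 peaks, ∆WAPL cells 58337 (ratio 2.13), ∆MED12 cells 4976 (0.182) and ∆WAPL/∆MED12 cells 41370 (1.51). Per chromosome, the ratio to WT ranged from 1.46 to 2.70 in ∆WAPL cells, from 0.0484 to 0.419 in ∆MED12 cells and from 1.09 to 2.01 in ∆WAPL/∆MED12 cells, on the same side of 1 on all 23 chromosomes. The ratio that moved most was that of ∆MED12 cells, which was 0.0706 among peaks outside WT and ∆MED12 domains. Covered length gave nearly the same ratios, 2.32 for ∆WAPL, 0.176 for ∆MED12 and 1.48 for ∆WAPL/∆MED12 cells.

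Of the WT H3K9me3 peaks, 79.7% (79.2 to 80.1) overlapped a ∆WAPL peak, 68.2% (67.6 to 68.7) a ∆WAPL/∆MED12 peak and 4.07% (3.84 to 4.31) a ∆MED12 peak. Circular shifts of the lists within chromosomes gave means of 4.02%, 2.67% and 0.288% over 200 shifts. Of the ∆MED12 peaks, 24.1% (22.9 to 25.3) overlapped a WT peak. ∆MED12 domains held 61.8% (60.5 to 63.2) of the ∆MED12 peaks and 7.22% (6.91 to 7.53) of the WT peaks, and these domains covered 13.7% of the genome. The H3K9me3 data of each genotype entered its own segmentation, so the overlap of ∆MED12 peaks with ∆MED12 domains is not independent.

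H3K4me1 peaks in heterochromatin were compared to see whether this mark was more frequent in WT heterochromatin after loss of WAPL. WT cells had 166392 H3K4me1 peaks, ∆WAPL cells 156397, ∆MED12 cells 115991 and ∆WAPL/∆MED12 cells 131806. The ratio of ∆WAPL to WT was 0.940 over all peaks, but 1.95 among peaks with a fold enrichment of at least 5 and 1.10 when the libraries were thinned to equal depth, so its direction depended on the setting. WT domains held 0.504% (0.471 to 0.539) of the WT peaks, which were 838 peaks, and 0.883% (0.837 to 0.930) of the ∆WAPL peaks, which were 1379. They held 0.704% (0.656 to 0.754) of the ∆MED12 peaks, which were 815, and 0.795% (0.748 to 0.845) of the ∆WAPL/∆MED12 peaks, which were 1047. Circularly shifted domains held 3.12% of the WT peaks on average. The ratio of shares between ∆WAPL and WT was 1.75, ranging from 1.29 with longer merging gaps to 2.16 in ∆MED12 domains, and the share was higher in ∆WAPL cells on 14 of 23 chromosomes. WT H3K4me1 data entered the WT segmentation, which keeps WT peaks out of WT state 9, and the knock-out libraries came from another run.

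In ∆MED12 domains the shares were 2.299% (2.23 to 2.37) in WT, 4.97% (4.86 to 5.08) in ∆WAPL, 0.505% (0.465 to 0.548) in ∆MED12 and 3.96% (3.86 to 4.07) in ∆WAPL/∆MED12 cells. The direction of the ∆MED12 change differed between the domain sets, with a ratio to WT of 1.40 in WT domains and of 0.220 in ∆MED12 domains, whose segmentation used the ∆MED12 H3K4me1 data. The comparison of ∆WAPL/∆MED12 with WT in ∆MED12 domains gave 1.72. Neither library had entered the definition of these domains, but they came from different runs.

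**Figure D2:**
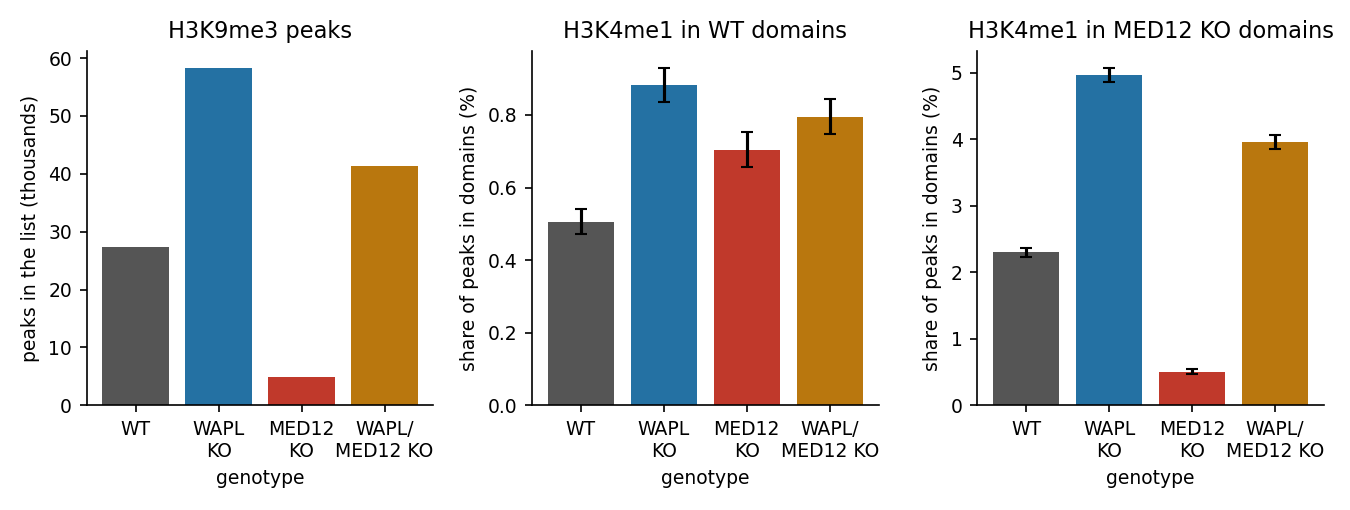
Number of H3K9me3 peaks in k (kilo, left) and share of H3K4me1 peaks (%) with the summit in WT domains (middle) or ∆MED12 domains (right), 1 library per genotype, with exact 95% intervals as error bars. ∆MED12 cells had the fewest H3K9me3 peaks, 4976, and the lowest H3K4me1 share in ∆MED12 domains, 0.505%.

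CTCF and SCC1 binding was compared inside and outside ∆MED12 domains, to see whether sites in heterochromatin were affected by loss of the CDK-module. The marks that define these domains are separate data from the CTCF and SCC1 libraries. CTCF peaks numbered 67132 in WT, 56129 in ∆MED12 (ratio 0.836) and 65989 in ∆CCNC cells (0.983). The CTCF ratio that moved most was that of ∆MED12 cells, to 0.909 at equal depth, and that of ∆CCNC cells became 1.01 at equal depth and thus changed direction. SCC1 peaks numbered 43128 in WT, 32571 in ∆MED12 (0.755) and 36637 in ∆CCNC cells (0.849). Inside ∆MED12 domains the number of CTCF peaks fell from 4175 in WT to 1685 in ∆MED12 and 2240 in ∆CCNC cells, and that of SCC1 peaks from 2001 to 716 and 966.

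Of the WT CTCF peaks inside ∆MED12 domains, 33.3% (31.9 to 34.7) overlapped a ∆MED12 CTCF peak, against 70.3% (70.0 to 70.7) of those outside. In ∆CCNC cells the shares were 36.2% (34.8 to 37.7) inside and 71.4% (71.0 to 71.7) outside. For SCC1 they were 32.4% (30.4 to 34.5) and 69.4% (68.9 to 69.8) in ∆MED12 cells, and 41.6% (39.5 to 43.8) and 72.7% (72.2 to 73.1) in ∆CCNC cells. The difference between inside and outside was -37.0 percentage points for CTCF in ∆MED12 cells (-38.9 to -35.2 over 1000 bootstrap draws of 1 Mb blocks), -35.1 for CTCF in ∆CCNC cells (-37.5 to -32.7), -36.9 for SCC1 in ∆MED12 cells (-39.4 to -34.1) and -31.0 for SCC1 in ∆CCNC cells (-33.8 to -28.4). Inside peaks had a lower median pileup in WT, 39 against 48 reads for CTCF. Outside peaks weighted to the same WT pileup were retained in 66.4% and 67.7% for CTCF and in 64.2% and 68.2% for SCC1, in ∆MED12 and ∆CCNC cells respectively. The alternative that moved the CTCF difference in ∆MED12 cells most was the use of unmerged state 9 segments, which gave -46.5.

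**Figure D3:**
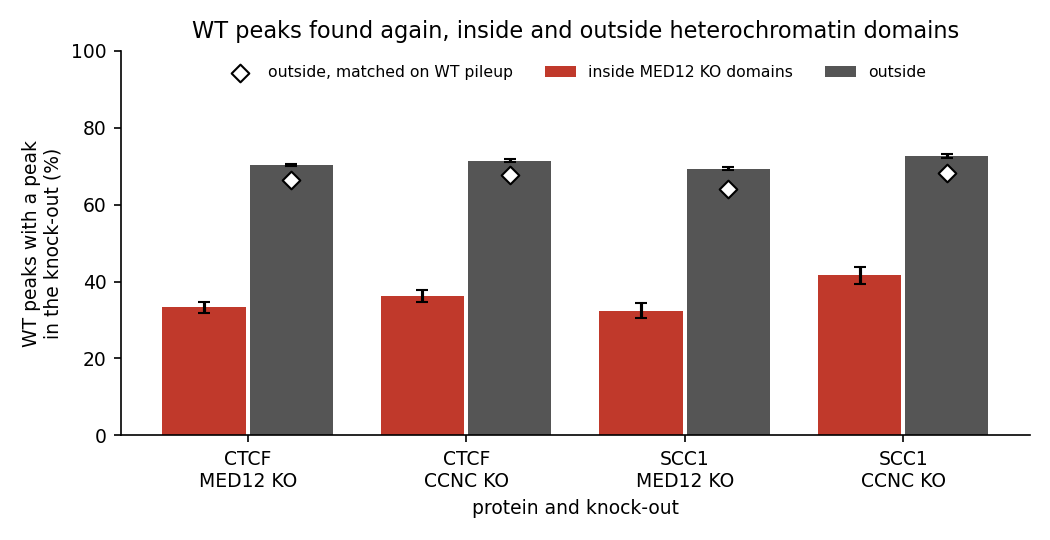
Share of WT CTCF and SCC1 peaks (%) that overlap a peak in ∆MED12 or ∆CCNC cells, inside (red) and outside (grey) ∆MED12 heterochromatin domains, with exact 95% intervals as error bars and diamonds for outside peaks weighted to the WT pileup of the inside peaks. The inside shares lie between 32.4% and 41.6%, and the matched outside shares between 64.2% and 68.2%.

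Peak height was compared at 37148 sites where a WT CTCF peak overlapped a WT SCC1 peak, by the log2 ratio of the authors' fold enrichment. Folds are not scaled between libraries, so only the difference between inside and outside sites of one library is read. At sites with a peak in both genotypes, the median log2 ratio inside ∆MED12 domains lay below that outside by -0.34 for CTCF in ∆MED12 cells (-0.39 to -0.29), -0.34 for CTCF in ∆CCNC cells (-0.43 to -0.22), -0.21 for SCC1 in ∆MED12 cells (-0.27 to -0.17) and -0.22 for SCC1 in ∆CCNC cells (-0.25 to -0.18). Setting sites with no peak to the lowest fold of the list moved these differences most for SCC1 in ∆MED12 cells, to -1.59. With WT domains, which hold 308 of the sites, in place of ∆MED12 domains, the difference was -0.19 for CTCF in ∆MED12 cells, 0.0066 for CTCF in ∆CCNC cells, and 0.080 and 0.039 for SCC1 in ∆MED12 and ∆CCNC cells.

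The 10% of co-bound sites with the strongest decline in CTCF and SCC1 were 3715 sites. In ∆MED12 cells 3.88% (3.28 to 4.55) of them lay in WT domains, against a mean of 3.42% and a maximum of 4.74% in 1000 circular shifts of the domains, and in ∆CCNC cells 3.23% (2.69 to 3.85) did, against a mean of 3.39%. Both means of the shifts lay within the counting intervals. Against all co-bound sites, of which 0.829% lay in WT domains, these shares were 4.68 and 3.90 times higher, so the reference decided the outcome. In ∆MED12 domains the shares were 26.7% (25.3 to 28.2) and 22.1% (20.8 to 23.5), above the highest values of the shifts, 17.1% for both genotypes.

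Of the co-bound sites, 1859 lay in ∆MED12 domains, and 626 of these had a CTCF peak in neither ∆MED12 nor ∆CCNC cells. The 5 with the highest WT CTCF fold enrichment were on chromosome 13 from 29937089 to 29937551, in an intron of MTUS2 (27.9-fold), on chromosome 3 from 7186384 to 7186818, in an intron of GRM7 (27.8-fold), on chromosome 2 from 90265256 to 90265736, between genes (26.9-fold), on chromosome 5 from 59582953 to 59583448, in an intron of PDE4D (26.6-fold), and on chromosome 12 from 5112106 to 5112631, in an intron of a non-coding transcript 40.4 kb from KCNA5 (26.5-fold). None had a ∆MED12 SCC1 peak, and the GRM7 site kept a SCC1 peak of 4.76-fold in ∆CCNC cells. Around the summits a match to the CTCF consensus CCASYAGRKGGC with at most 1 mismatch was found at the KCNA5 site alone, CCACTAGAGGAC on the minus strand from 5112367 to 5112378.

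The other marks of the segmentations were compared between WT and ∆MED12 cells. H3K4me3 peaks numbered 26647 in WT and 29517 in ∆MED12 cells (ratio 1.11), H3K36me3 peaks 19044 and 15813 (0.830), and H3K27me3 peaks 7124 and 4081 (0.573). The H3K36me3 ratio moved most, to 0.438 at a −log10 q of at least 5. Inside ∆MED12 domains 56.3% (52.1 to 60.3) of the WT H3K4me3 peaks overlapped a ∆MED12 peak, against 87.3% (86.9 to 87.7) outside. For H3K36me3 the shares were 37.8% (29.3 to 46.8) and 58.8% (58.1 to 59.5), on 127 inside peaks. For H3K27me3 they were 56.6% (53.4 to 59.7) and 47.1% (45.8 to 48.4), and that difference of 9.44 points became -1.79 at a −log10 q of at least 5. The ∆MED12 marks defined these domains, so their absence inside is in part built in. The 2 H3K27me3 lists hold short peaks, with median widths of 92 and 89 bp, and 6.37% and 8.92% of their peaks lie on chromosome Y.

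MED12 binding was set against the WT lists, to see where MED12 sits relative to CTCF and cohesin. Of 32984 MED12 sites on chromosomes 1 to 22 and X, 70.8% (70.3 to 71.3) overlapped an H3K4me1 peak, 16.98% (16.6 to 17.4) an H3K4me3 peak, 12.003% (11.7 to 12.4) a CTCF peak and 11.8% (11.5 to 12.2) an SCC1 peak. Circular shifts gave 5.72%, 1.17%, 1.72% and 1.08%. H3K9me3 peaks were overlapped by 0.612% (0.531 to 0.703) of the sites, under the 1.29% of the shifts. The share with an H3K4me1 peak was 83.0% among the stronger 50% of the sites and the share with a CTCF peak 3.87%, so both depended on the strength of the MED12 sites. State 7, in which H3K4me1 peaks were 14.5 times enriched, held 57.8% (57.2 to 58.3) of the sites.

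Of 20098 protein-coding genes, 437 had at least 50% of the gene body in state 9 in ∆MED12 cells and under 10% in WT, and merged domains in place of segments gave 741. In the other direction, the bodies of 38 genes stopped being heterochromatin. Among 85 of the 437 genes with a WT H3K4me3 peak within 1 kb of the start, 46 (54.1%, 43.0 to 65.0) had none in ∆MED12 cells, against 2.97% (2.68 to 3.28) of all genes with a WT peak there. The ∆MED12 H3K4me3 data entered the segmentation by which the 437 genes were chosen, so this difference is in part built in. The WT and ∆MED12 H3K4me3 libraries also came from different runs. The 10 genes that lost the peak with the largest rise in state 9 were C8orf48, GPRIN2, IFI16, EPDR1, ADAMTS5, RAB3C, VAT1L, LPCAT2, NRG1 and MCTP2. C8orf48 (chromosome 8 from 13424378 to 13425797) and GPRIN2 (chromosome 10 from 46992959 to 47007881) went from 0% to 100% of the body in state 9, and MCTP2 (chromosome 15 from 94774767 to 95027181) went from 2.77% to 88.6%. Of the genes that the study's text names, MED12, CCNC, WAPL, CTCF, RAD21 and TMEM99 had no state 9 over their bodies in either genotype and kept an H3K4me3 peak at the start in both. TMEM99 had an H3K36me3 peak at the start in WT and none in ∆MED12 cells, in libraries from different runs. The study shows TMEM99 and CELF2 where it reports genes in its H3K9me3 domains with lower expression in ∆MED12 cells. Neither its domains nor its RNA data were analysed here. CELF2 (chromosome 10 from 10840360 to 11378674) went from 0.186% to 55.4%, with no H3K4me3 peak at its start in either genotype. In the window of 10340360 to 11878674 around CELF2, state 9 rose from 0.507% to 28.0%. H3K4me1 peaks in it numbered 75 in WT, 94 in ∆WAPL, 31 in ∆MED12 and 93 in ∆WAPL/∆MED12 cells, and CTCF peaks 38 in WT, 20 in ∆MED12 and 26 in ∆CCNC cells.

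**Figure D4:**
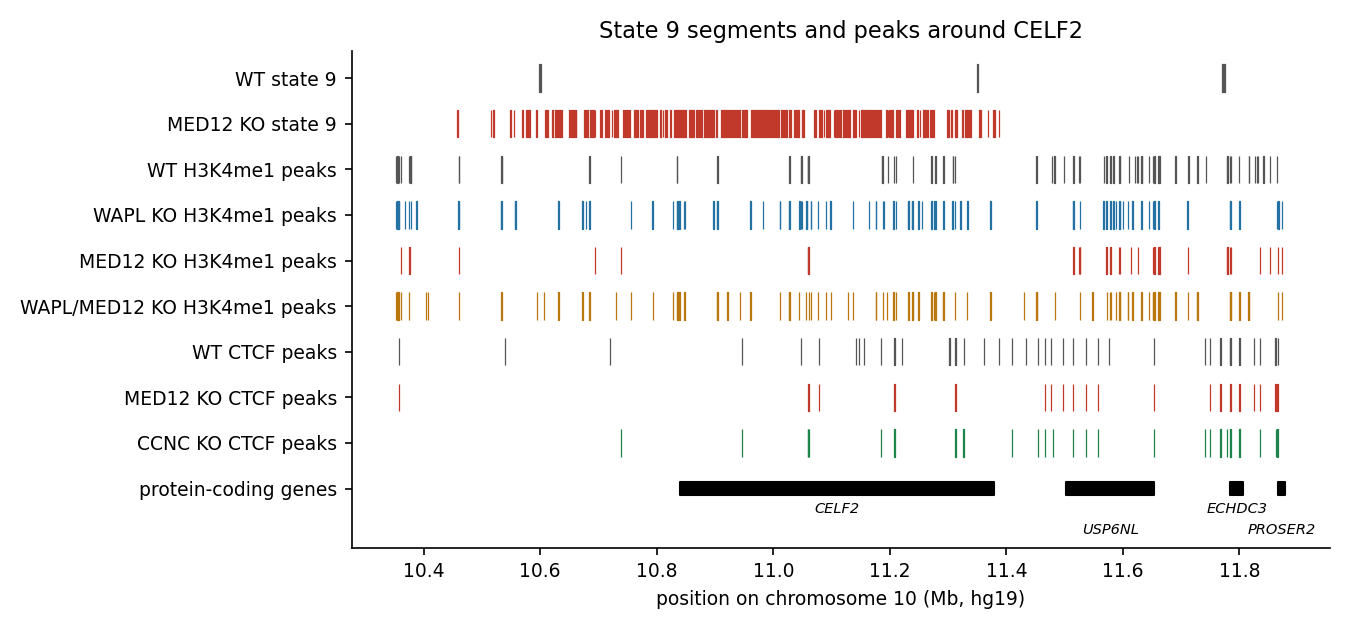
Map of chromosome 10 around CELF2 (position in Mb, hg19), with state 9 segments, H3K4me1 peaks and CTCF peaks of each genotype as bars, to scale, and protein-coding genes below. State 9 covered 0.507% of the window in WT and 28.0% in ∆MED12 cells, and H3K4me1 peaks numbered 75 in WT and 31 in ∆MED12 cells.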

Values the study reported

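Within the H3K9me3 domains called in wild-type cells, the study counted 3414 H3K4me1 peaks for the wild type and 8310 for ∆WAPL cells. It gave 27403 H3K9me3 peaks for wild-type and 4976 for ∆MED12 cells, a decrease of 5.5-fold. Its hypercompartmentalized domains covered 633 Mb, or 22.1% of the genome.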

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

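The tests of depth and of sequencing run in this part were chosen after the results were seen.

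Loss of MED12 moved the share of H3K4me1 peaks in WT domains in opposite directions in the backgrounds, which is why it is listed here. The share rose in WT cells by a ratio of 1.40 (from 0.504% to 0.704%) and fell in ∆WAPL cells by a ratio of 0.901 (from 0.883% to 0.795%). The number of peaks in WT domains fell in both backgrounds, from 838 to 815 and from 1379 to 1047. The higher share in ∆MED12 cells thus came with a shorter list, of 115991 peaks against 166392 in WT. The counting intervals of the shares in ∆WAPL and ∆WAPL/∆MED12 cells overlap (0.837 to 0.930 and 0.748 to 0.845), so the opposite directions rest on a small fall. With 1 library per genotype the difference was not tested. A difference in depth is argued against: at equal depth the ratios were 1.5003 and 0.928, still in opposite directions. A difference between sequencing runs cannot be told apart from the effect, since WT alone came from another run, and the only comparison within a run is that of ∆WAPL/∆MED12 with ∆WAPL cells, 0.901. The construction of WT domains from WT H3K4me1 data also lowers the WT share and stays open. In ∆MED12 domains both ratios were below 1, 0.220 and 0.797. A biological interaction of WAPL and MED12 stays open, untested.

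Loss of WAPL moved the number of H3K4me1 peaks in opposite directions, with a ratio of 0.940 in WT and of 1.14 in ∆MED12 cells. The difference was not tested. At equal depth and a −log10 p of at least 5 the ratios were 1.10 and 0.990, so each direction changed. The change cannot be assigned to depth, since the cutoff rose with it and the effects were not separated. The ∆MED12 list, the shallowest, lost no reads by thinning and still went from 115991 to 105212 peaks. The ratios were still in opposite directions, so equal depth did not remove the pattern, but the fall in ∆MED12 cells was small. A difference in depth is therefore neither excluded nor shown as the cause of the pattern. A difference between sequencing runs cannot be told apart for the comparison with WT. The comparison of ∆WAPL/∆MED12 with ∆MED12 cells, 1.14, was made within a run. A biological interaction of WAPL and MED12 was not tested and stays open here too.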

How the results depend on the processing

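Thinning to equal depth and depth-scaled pileups were chosen after the data were seen, the other alternatives in advance. An alternative that kept its direction stayed if it lay within the result's interval, or within 1.5 times of a result without one. Of 158 alternative values for 40 results, 83 stayed, 63 moved further without a change of direction, and 12 changed direction, in 9 results. No paired analysis was possible because each antibody and genotype has 1 library. Unless a cause is given, the cause was not tested.

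State 9 coverage, domain length and the H3K9me3 ratios of ∆WAPL and ∆WAPL/∆MED12 cells stayed within 1.5 times, the coverage ratio between 3.06 and 4.15. The H3K9me3 ratio of ∆MED12 cells became 0.0706 outside domains. The H3K4me1 count ratio of ∆WAPL cells reversed to 1.95 at a fold of at least 5 and to 1.10 at equal depth, and that of ∆MED12 cells became 0.417 at a fold of at least 5. The CTCF count ratio of ∆CCNC cells reversed to 1.01 at equal depth.

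Ratios of the H3K4me1 share in WT domains moved with the domain definition. With gaps of up to 50 kb they were 1.29 for ∆WAPL, 1.20 for ∆MED12 and 1.16 for ∆WAPL/∆MED12 cells. ∆MED12 domains gave 2.16 for ∆WAPL and reversed ∆MED12 to 0.220, where ∆MED12 H3K4me1 data had defined the domains. Unmerged segments gave 5.09 for ∆MED12 and 1.30 for ∆WAPL/∆MED12 cells. A fold of at least 5 gave 1.43 for ∆WAPL, 1.97 for ∆MED12 and 2.12 for ∆WAPL/∆MED12, and equal numbers of top peaks 1.61 for ∆MED12 and 1.77 for ∆WAPL/∆MED12.

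The differences in retention kept their direction under all alternatives tried. In the order CTCF in ∆MED12, CTCF in ∆CCNC, SCC1 in ∆MED12 and SCC1 in ∆CCNC cells, WT domains gave -30.8, -24.1, -26.3 and -27.7 points, unmerged segments -46.5, -42.5, -51.7 and -44.4, and gaps of up to 50 kb -33.1, -31.9, -31.0 and -26.4. A fold of at least 5 gave -39.5 for CTCF in ∆MED12, -45.2 for SCC1 in ∆MED12 and -38.8 for SCC1 in ∆CCNC cells. Matching on WT fold gave -39.8 and -34.8 for SCC1.

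In the same order, the difference in log2 height was -1.15, -1.32, -1.59 and -1.32 with lost sites at the lowest fold, -0.69, -1.10, -0.38 and -0.36 with −log10 p, and -0.70, -1.12, -0.33 and -0.31 with depth-scaled pileup. With WT domains it was -0.19 for CTCF in ∆MED12 cells and reversed to 0.0066, 0.080 and 0.039 for the other three, on 308 co-bound sites inside these domains before the requirement of a peak in both libraries.

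The ratio of the strongest-declining sites in WT domains to circular shifts was 1.13 in ∆MED12 and 0.954 in ∆CCNC cells. The top 5% gave 1.53 and 1.27 (reversed), the top 20% 0.708 (reversed) and 0.668, ∆MED12 domains 1.89 and 1.56 (reversed), and sites with a peak in both libraries 0.2005 (reversed) and 0.127.

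For the other marks, the H3K36me3 count ratio became 0.438 at a −log10 q of at least 5 and its retention difference -9.10 points at an overlap of 50%, and the H3K27me3 retention difference reversed to -1.79 at the same threshold. Of the MED12 sites, an overlap of 50% left 9.11% with CTCF, 8.67% with SCC1, 55.6% with H3K4me1, 13.9% with H3K4me3, 4.78% with H3K36me3, 0.133% with H3K27me3 and 0.346% with H3K9me3, as a stricter overlap must lower them. The stronger 50% of the sites gave 3.87%, 7.49%, 83.0%, 5.41%, 2.34% and 0.0606% for CTCF, SCC1, H3K4me1, H3K4me3, H3K36me3 and H3K27me3. Genes that became heterochromatin numbered 741 with merged domains, which include the gaps between segments. Depth limits the comparison of peak numbers for CTCF and H3K4me1. The H3K9me3 lists hold no values from which an alternative at equal depth could be made.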

Other observations

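The tests of depth, of a generally lower yield, of sequencing run, of the removal of H3K9me3 peaks from the lists, of WT pileup by distance from the edge and of the H3K27me3 extension length were chosen after the results were seen, those of CTCF depth in place of an expectation from thinned pileups set earlier, and the unmatched shares for MED12 sites and the loss over zinc finger genes had been seen before their tests.

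The number of H3K4me1 peaks in WT domains was 838 in WT and 1379 in ∆WAPL cells. Both are lower than the values quoted from the study above.

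State 9 covered more of the genome in ∆MED12 cells, by a ratio of 3.31. A difference between sequencing runs cannot be told apart from this: 0 of 5 marks are shown to have WT and ∆MED12 libraries in one run, 3 are shown in different runs, and for 2, H3K9me3 and H3K27me3, a run is not shown. Separate learning of the states in each genotype also stays open, as does a biological effect of MED12 loss. The larger share of H3K4me1 peaks in WT domains in ∆WAPL cells is argued not to come from deeper sequencing, since that library was shallower and the ratio at equal depth was 1.81. A difference between sequencing runs cannot be told apart from it, because ∆MED12 cells, of the same run as ∆WAPL cells, also had a higher share than WT, by a ratio of 1.40. Within the run, loss of WAPL in ∆MED12 cells gave a ratio of 1.13, and 1.12 at equal depth, from shares whose counting intervals overlap. Across runs, in WT cells, it was 1.75. In ∆MED12 domains the ratio was 7.84 within the run (7.31 at equal depth) and 2.16 across runs. The ∆MED12 H3K4me1 data had defined these domains, which lowers the ∆MED12 share, so the 7.84 does not settle the question of run.

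The H3K9me3 list of ∆MED12 cells was short although state 9 grew. Removal of peaks inside ∆MED12 state 9 domains is argued against as the main cause, since 94.3% of the WT peaks without a ∆MED12 counterpart lay outside these domains, and the ratio to WT outside WT and ∆MED12 domains was 0.0706. Removal inside the broad domains of the authors cannot be told apart from a loss of peaks, because their position is not given by the lists. State 9 domains could not stand in for them, since 57.3% of the peaks left in the ∆MED12 list lay in ∆MED12 domains of over 100 kb, and the genotype in which the broad domains were called is not stated. The yield of the antibody was not tested and stays open, as does a biological loss of peaks.

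Fewer WT CTCF peaks were found in ∆MED12 cells inside than outside ∆MED12 domains. Lower depth of that library, a generally lower yield of its immunoprecipitation, and weaker WT peaks inside domains are argued against by outside peaks of the same WT pileup in the same library, which left a difference of -33.1 points. For ∆CCNC cells this difference was -31.4 points. For SCC1, the ∆MED12 library was deeper than WT by a ratio of 1.06. Outside domains, of the WT peaks whose depth-scaled pileup reached the lower quartile of the ∆MED12 list, 87.8% (87.4 to 88.1) were found. This argues against lower depth as the whole cause there, but no replicate shows what share a second WT library would find. Thinning the WT pileups to the ∆MED12 depth, at the lowest −log10 p of the ∆MED12 list (3.50), left 97.7% inside and 97.5% outside. Thinning thus gave nearly the same share inside and outside. Its level is no expectation for a second library, since it started from peaks already called in WT and held no noise of another library. False WT peaks are argued against too: 35.8% (34.0 to 37.6) of the WT peaks lost inside domains held the CTCF consensus, against 0.575% of windows moved by 1 kb. A lower yield from compact chromatin could also lower the peaks inside domains, and a generally lower yield those outside. Neither was tested, and a biological loss of binding stays open beside them.

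CTCF sites lost in ∆MED12 cells were often also lost in ∆CCNC cells. Both comparisons share a WT library, so chance was estimated by permutation within bins of WT pileup. Inside ∆MED12 domains 2260 sites were lost in both, 1.09 times the mean of 1000 permutations and above their maximum of 2115. Outside, 10615 were lost in both, 1.28 times the mean. Chance overlap of weak peaks is thus argued against, and errors in the WT library that pileup does not capture stay open.

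Inside ∆MED12 domains, WT CTCF sites were found less often far from the domain edge. The share was 39.4% in the nearest tercile and 27.7% in the farthest in ∆MED12 cells, a difference of -11.7 points (-16.0 to -7.85). The median WT pileup was 38 reads in the nearest and 37 in the farthest tercile, and with the nearest sites weighted to the WT pileup of the farthest the difference was -10.1 points. The difference was -11.1 for CTCF in ∆CCNC, -19.2 for SCC1 in ∆MED12 and -6.90 for SCC1 in ∆CCNC cells (-12.8 to -0.988), where the middle tercile was lowest, 36.4% against 40.8% in the farthest. Weighted by pileup these were -9.27, -16.0 and -3.75, without an interval. These values are consistent with a dependence on distance from the edge, as a hypothesis. Distance rises with domain length, which was not separated from it. Inexact edges from the merging of segments could contribute.

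States 13 and 14 covered less of the genome in ∆MED12 cells. Peaks of H3K27me3 were 12.4 times enriched in state 13 in WT, but not in state 14 (0.144, against 0.0110 in state 15). These lists hold narrow summits, so they cannot show whether broad H3K27me3 lies in state 14. State 13 was mixed, with H3K9me3 peaks 6.35 times enriched in WT and 8.30 times in ∆MED12 cells. Conversion of these states into state 9 is argued against as the main cause, since 8.39% of the base pairs that left them were in state 9 in ∆MED12 cells and 86.7% in state 15. The effect of the depth of the H3K27me3 libraries on these states was not tested, and a biological change stays open. State 12, whose coverage fell by a ratio of 0.321, was not included in the test of conversion.

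Chromosome 19 alone lost state 9 in ∆MED12 cells. Genes whose names begin with ZNF, encoding zinc finger proteins, held 32.8% of the WT state 9 of this chromosome, and of these 6013 bins none was in state 9 in ∆MED12 cells, against 30.1% of the other 12343 bins. On the other chromosomes, 11.9% of WT state 9 over such genes stayed, against 57.4% elsewhere. The number of H3K9me3 peaks over ZNF genes was 647 in WT, 908 in ∆WAPL, 14 in ∆MED12 and 703 in ∆WAPL/∆MED12 cells. A loss of state 9 over zinc finger genes is a candidate explanation for the exception, in the state calls and in the peaks. The peaks of the ∆MED12 list were few in general, and reads shared between these related genes were not tested, so the pattern remains a hypothesis. 

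Of the ∆CCNC CTCF peaks without a WT peak, 5.38% (5.07 to 5.71) held the CTCF consensus, against 31.1% (30.6 to 31.5) of those with a WT peak. They overlapped a WT H3K4me3 or H3K4me1 peak in 43.4%, against 6.46% in circular shifts, but those with a WT peak did so in 45.1%, so this overlap does not set them apart. Weak WT peaks outside ∆MED12 domains that were missing in ∆MED12 cells held the consensus in 21.1%. Their median fold was 6.15, against 5.12 here, in libraries whose folds are not scaled to each other. Background at active promoters and enhancers may explain many of these ∆CCNC peaks, on the consensus alone. Of the ∆MED12 peaks without a WT peak 3.48% held the consensus and 48.7% overlapped these marks, against 39.7% and 43.96% of those with a WT peak. Binding of CTCF to sites unlike the consensus stays open.

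H3K4me1 peaks in WT that overlapped a MED12 site lay in ∆MED12 domains in 2.90% (2.70 to 3.11) of cases, against 1.44% of those without a MED12 site at the same pileup and 2.19% without matching. This is consistent with protection by MED12 binding, and also with a preference of MED12 for enhancers in gene-poor regions, which was not tested. MED12 sites as a whole were rarer in ∆MED12 domains, 3.67% against 13.3% in circular shifts.

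The H3K27me3 peaks were far shorter than those of the other marks. The extension lengths recovered were 64 and 65 bp, against 198 to 294 bp in the other lists that carry folds, and the highest pileups were 128 and 130 reads. These values are consistent with a fragment length estimated at about the read length by the peak caller. The lists then describe narrow summits, which limits what their peak numbers say about broad H3K27me3 domains.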
